A study of Mus musculus with 107 samples. Its data were reported in "Nicotinamide and pyridoxine stimulate muscle stem cell expansion and enhance regenerative capacity during aging" (2024).

How the data were processed

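Bulk RNA sequencing libraries were made from cells sorted from the tibialis anterior muscle of wild-type mice, either uninjured (day 0) or 2, 4 or 7 days after an injection of 50 µl of 12 µM cardiotoxin, a snake venom toxin that kills myofibers and starts regeneration. Young mice were 3 months old and aged mice 22 to 24 months old. The sorted populations were muscle stem cells (MuSCs), fibroadipogenic progenitors (FAPs), endothelial cells (ECs), neutrophils, and macrophages with high (Ly6Cpos) or low (Ly6Cneg) surface Ly6C. Per the labels, libraries came from a low-input kit that removes ribosomal RNA and attaches a molecular identifier to each molecule. According to the study's methods, reads were aligned to the mouse genome build GRCm38 with STAR and counted per gene with htseq-count.

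The values analysed here were 2 tables of the whole series, with 1 column per library. The authors deposited TPM values (transcript shares scaled by gene length), which sum to nearly the same total in each library (median 999988.1), mitochondrial genes included. The deposited FPKM values (fragments scaled by gene length and library total) were, in each library, the TPM values times 1 factor, with a median relative deviation of at most 9.1e-08. The tool that made the TPM and FPKM tables, the annotation release and any use of the molecular identifiers are not stated. A table of read counts was not analysed here. Values were not whole multiples of a step, so reads could not be recovered, and the sequencing depth of each library is unknown. No confidence interval that needs depth is given, and precision was judged from the spread between replicates. The design fixed beforehand took the linear model and gene set test of the study's methods, with limma in place of its count model because the tables hold TPM and FPKM.

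Each table had 127 columns. Of these, 107 matched a labelled sample by name and were used, and 20 matched none and were not used. Groups were defined by population, day and age from the sample labels, which gave 36 groups, 35 of 3 libraries and 1 of 2 (aged ECs on day 2). The label of 1 library, replicate 3 of the aged day 4 MuSCs, names MuSCs in its title and FAPs in its cell type field, and it was grouped by its title. Of 55487 gene IDs, 55141 had a symbol. Coordinates, gene types and overlaps were taken from the GENCODE annotation of GRCm38 and are 1-based. Reads of paralogs, or of genes that overlap on either strand, may have been split or assigned differently by the authors' counting. Its strand setting is not stated. Such genes are reported as uncertain where the text says so. Short RNA genes named below are not marked in this way, which does not clear them of overlap.

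TPM values were transformed as log2(TPM + 1). Fold changes are therefore on the log2(value + pseudocount) scale, which understates the change of low genes. In each population, genes with a TPM of at least 1 in at least 3 libraries were tested with limma (version 3.58.1, in R version 4.3.3), using 1 coefficient per day and age, all libraries of the population in 1 fit, and empirical Bayes moderation with a mean-variance trend. Contrasts were aged minus young, averaged over days or on each day, the interaction of age and day (moderated F test), the differences between days averaged over ages (moderated F test), and Ly6Cpos minus Ly6Cneg macrophages on days 2 and 4. P-values were two-sided and adjusted by the method of Benjamini and Hochberg within each contrast. A gene with an adjusted p under 0.05 was counted as called. Without any effect, a share of about 0.05 of the tested genes would have an unadjusted p under 0.05, so such counts are not calls. Gene sets were tested with limma's CAMERA at an inter-gene correlation of 0.01, adjusted over 16 tests (4 sets on 4 days). A panel of 28 genes of nicotinamide, pyridoxine, casein kinase 1, β-catenin and AKT biology was adjusted over its members alone and over all genes. Each library was also scored on 5 marker sets of 5 genes, as the mean log2(TPM + 1) of the set, centred and scaled over libraries.

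Genes named in the text were chosen by a rule fixed before the data were examined. They are the members of the marker, panel and myogenic lists and, for each age effect, the 2 largest increases and 2 largest decreases among called genes whose difference had the same sign on every day tested. For each day effect and the macrophage comparison they are the 2 largest increases and 2 largest decreases among called genes. Predicted genes, taken as names of Gm with digits or names ending in Rik, were skipped. Where another gene is named, the text says that it was chosen after its values were seen.

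The design, the groups and most alternatives were also fixed before the data were examined. The alternatives were a pseudocount of 0.1, no filter, a minimum TPM of 5, the FPKM table, quantile normalization, library quality weights, a replicate block, a covariate for runs of consecutive library numbers, a fit on the libraries of each day alone, an inter-gene correlation estimated from the data, and leaving out each library in turn. Nuclear scaling was added after seeing the data. It multiplies each library by 1 factor so that the 21884 nuclear protein-coding genes have the same summed TPM in every library. Replicate numbers pair libraries across groups only through the titles. The young and aged libraries that share a number come from different animals.

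The age effects averaged over days, those of neutrophils and of MuSCs on day 4, the interaction and day effects of MuSCs and Ly6Cpos macrophages and the macrophage comparison were run first on simulated values, with 200 genes changed by 1 on the log2 scale. Means and spread were those of the values after nuclear scaling, so recovery on TPM as deposited was not simulated. The changed genes were drawn from those above a cutoff on mean expression, so recovery of low genes was not simulated either. The interaction and day effects of the other populations and the other days of MuSCs use the same functions and were not simulated. For the age effects averaged over days, the share of changed genes recovered was 95% in MuSCs, 95.5% in FAPs, 93.5% in ECs, 90% in Ly6Cpos and 97% in Ly6Cneg macrophages. It was 55% in neutrophils, which have 6 libraries, 67% for MuSCs on day 4 alone, 50.5% for the MuSC interaction and 30.5% for the Ly6Cpos interaction. False calls made up 2.65% to 8.33% of all calls. For gene sets, 1 set was shifted by -0.3 on day 0 in simulated MuSC values, and of 16 tests only this 1 passed the threshold. Genes were simulated independently, so this does not test CAMERA where the genes of a set move together. Plots were drawn with matplotlib (version 3.10.9).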

Results

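Gene expression was measured by bulk RNA sequencing in 6 cell populations sorted from regenerating muscle of young and aged mice. MuSCs are the stem cells that rebuild myofibers, FAPs are mesenchymal cells of the muscle interstitium, ECs line its vessels, and neutrophils and macrophages enter after injury. The 107 libraries comprised 24 of MuSCs, 24 of FAPs and 23 of ECs (days 0, 2, 4 and 7), 12 of Ly6Cpos macrophages (days 2 and 4), 18 of Ly6Cneg macrophages (days 2, 4 and 7) and 6 of neutrophils (day 2). The design asks how age changes each population during regeneration, and how each population changes with the day after injury. Depth per library is unknown, because the tables hold TPM and FPKM values. A library had between 17490 and 28388 genes with a TPM above 0, and between 8129 and 17336 genes with a TPM of at least 1.

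Mitochondrial genes took much of the TPM table, and their share varied. mt-Nd4l took 10.59% to 53.47% of TPM over all 107 libraries, with a median of 31.4%. mt-Atp6 (chromosome M, 7927 to 8607, GRCm38) was listed at 0 in 92 libraries. In the other 15 libraries mt-Atp6 took 32.7% to 66.62% of all TPM, with a median of 57.85%. Its neighbours mt-Atp8 (7766 to 7969) and mt-Co3 (8607 to 9390), which share bases with it in the annotation, were listed at 0 in exactly those 15 libraries. mt-Nd1, mt-Nd2 and mt-Nd4 were listed at 0 in all 107. Mitochondrial genes together took 16.02% to 85.15% of TPM. Nuclear protein-coding genes took 4.063% to 22.19% in the 15 libraries and 8.872% to 39.21% in the other 92. Genes with a TPM of at least 1 numbered 8129 to 13978 in the 15 libraries and 11765 to 17336 in the rest. The 15 libraries were spread over 12 of the 36 groups, with 2 of 3 in young MuSCs on day 2, in young MuSCs on day 4 and in aged ECs on day 4, and 1 in each of the other 9. TPM values sum to the same total in every library, so shares of this size lower what is left for other genes. Results are therefore given on TPM as deposited and, where they differ, after nuclear scaling, an alternative chosen after seeing the data.

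**Figure D1:**
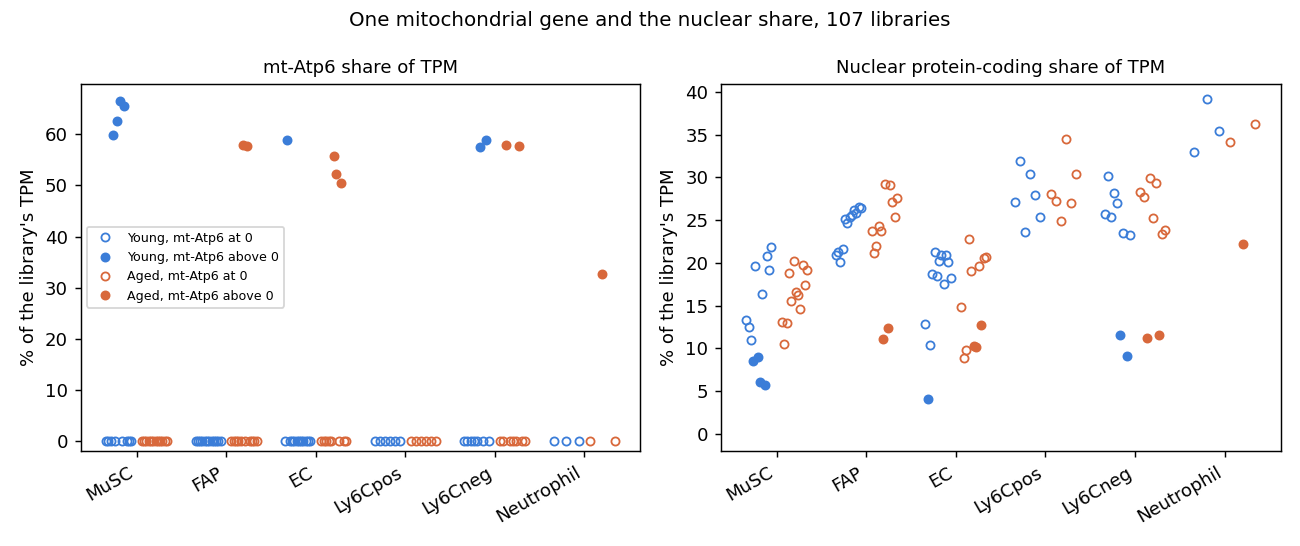
The share of TPM (percent) taken by mt-Atp6 (left) and by nuclear protein-coding genes (right) in each of the 107 libraries, by sorted population; each point is 1 library, in blue for young and orange for aged mice, filled where mt-Atp6 was above 0. The 15 filled points on the left lie between 32.7% and 66.62%, and the other 92 libraries lie at 0.

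Marker genes were used to check the labels. Scored on 5 marker sets of 5 genes, 103 of the 107 libraries ranked the set of their own population highest. This held for all 24 MuSC, 24 FAP, 23 EC, 18 Ly6Cneg and 6 neutrophil libraries, and for 8 of the 12 Ly6Cpos libraries. The other 4, all from day 2, ranked the neutrophil set (S100a8, S100a9, Retnlg, Csf3r, Cxcr2) above the macrophage set. After nuclear scaling the count was 102. The MuSC library whose 2 labels disagree (aged, day 4, replicate 3) had a MuSC marker mean of 5.16 and a FAP marker mean of 2.11 in log2(TPM + 1).

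**Figure D2:**
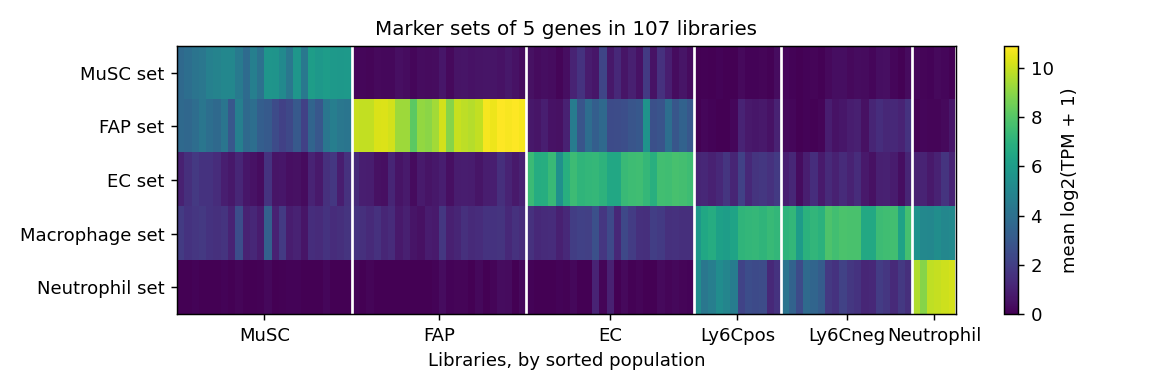
Mean log2(TPM + 1) of 5 marker sets (each of 5 genes, vertical axis) in each of the 107 libraries (horizontal axis, grouped by sorted population, white lines between populations); colour gives the mean. The own set ranked highest in 103 libraries after centring and scaling over libraries, and 4 Ly6Cpos libraries of day 2 ranked the neutrophil set highest.

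To ask how age affects MuSCs across regeneration, aged and young libraries were compared over all days. Of 19145 genes tested by limma, 41 had an adjusted p under 0.05, 37 higher and 4 lower in aged MuSCs. The alternative that moved this count most was library quality weights, which gave 14324, 14159 higher and 165 lower. These weights were used on TPM without nuclear scaling, so this count may carry the shift of all genes given next. On TPM the median log2 change of all genes was 0.22, and 86.42% of genes were positive. After nuclear scaling the median was -0.01, and 106 genes were called, 54 higher and 52 lower. On FPKM, 102 genes were called, 53 higher and 49 lower. The TPM and nuclear lists shared 33 genes.

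Il33 (ENSMUSG00000024810, chromosome 19, 29925114 to 29960718, protein-coding) was higher in aged MuSCs by 1.03 ± 0.14 (SE) on the log2 scale, with an adjusted p of 0.000733. Its TPM on day 0 was 7.14 ± 0.32 (SD, n = 3) in aged and 3.52 ± 0.73 (SD, n = 3) in young libraries. On day 7 it was listed at 0 in 2 young libraries and at 0.361 in the other. Gpnmb (ENSMUSG00000029816, chromosome 6, 49036546 to 49070929) was higher by 1.02 ± 0.21 (adjusted p 0.034), but its adjusted p was 0.0888 after nuclear scaling. Fn1 (ENSMUSG00000026193, chromosome 1, 71585520 to 71653200) fell by 1.00 ± 0.21 (adjusted p 0.034). Its TPM on day 7 was 37.4 ± 5.84 (SD, n = 3) in aged and 93.6 ± 26.5 (SD, n = 3) in young libraries. Chrdl2 (ENSMUSG00000030732, chromosome 7, 100006172 to 100034728) fell by 0.84 ± 0.14 (adjusted p 0.00693). On day 0 its TPM was 4.12 ± 0.90 (SD, n = 3) in aged and 20.4 ± 6.21 (SD, n = 3) in young libraries. All 4 kept their direction after nuclear scaling.

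Age was then compared on each day within the same fit. On day 0, 11 genes were called, 2 higher and 9 lower in aged MuSCs. On day 2 there were 522 (520 higher, 2 lower), on day 4 there were 2020 (2007 higher, 13 lower) and on day 7 there were 11 (3 higher, 8 lower). Days 2 and 4 are those on which mt-Atp6 was above 0 in 2 of 3 young libraries and 0 of 3 aged ones. There the median log2 change of all genes was 0.47 and 0.43 on TPM, and 0.05 and -0.11 after nuclear scaling. Nuclear scaling gave 104 genes on day 0 (34 higher, 70 lower), 184 on day 2 (154 higher, 30 lower), 973 on day 4 (356 higher, 617 lower) and 9 on day 7 (5 higher, 4 lower). FPKM gave 79 genes (18 higher, 61 lower), 179 (131 higher, 48 lower), 1035 (726 higher, 309 lower) and 0, with 1147 at an unadjusted p under 0.05 on day 7. The TPM and nuclear lists shared 142 genes on day 2 and 365 on day 4. Of the 2007 genes called higher on day 4 on TPM, 0 changed sign after nuclear scaling. A fit on the libraries of each day alone called 0 genes on each day, with 1413, 2258, 2430 and 2104 genes at an unadjusted p under 0.05. On day 4, young replicates 2 and 3 were in a different run of consecutive library numbers from all aged libraries.

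**Figure D3:**
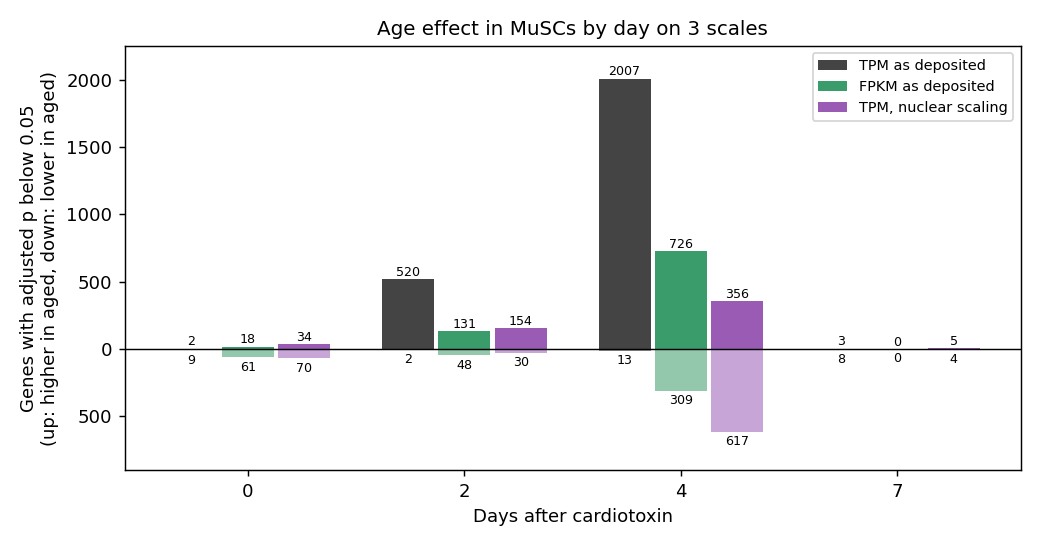
Number of genes with a limma adjusted p under 0.05 between aged and young MuSCs (vertical axis; above 0 higher in aged, below 0 lower) on each day after cardiotoxin (horizontal axis), on TPM, FPKM and TPM after nuclear scaling. On day 4 there were 2007 higher and 13 lower genes on TPM, and 356 higher and 617 lower after nuclear scaling.

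The named-gene rule picked different kinds of genes by day. On day 0, Ntrk3 (chromosome 7, 78175959 to 78738012) was higher by 1.63 ± 0.31 (adjusted p 0.0326) and Snhg11 (chromosome 2, 158375638 to 158386145) by 1.17 ± 0.21 (adjusted p 0.0217). Hist1h3i (chromosome 13, 21782960 to 21783370) fell by 2.36 ± 0.38 (adjusted p 0.00552), and Chrdl2 fell by 2.04 ± 0.28 (adjusted p 0.000784). Hist1h3i is uncertain because histone genes are near-identical. Of the picks on days 2 and 4, mt-Atp6, mt-Atp8 and mt-Co3 switch with the assignment described above, and Neat1 and Mir214 were listed at 0 in 5 and 12 of the 24 libraries. The last pick of day 2, Esm1 (chromosome 13, 113209659 to 113218098), fell by 1.12 ± 0.23 (adjusted p 0.0234) and was listed at 0 in 15 of 24 libraries. On day 7, Dbx1 (chromosome 7, 49631499 to 49636849) was higher by 1.61 ± 0.32 (adjusted p 0.0448), and the microRNA genes Mir411 and Mir7010 fell by 1.89 ± 0.29 and 1.80 ± 0.34 (adjusted p 0.00456 and 0.035). After nuclear scaling Mir7010 lost its call (adjusted p 0.126). Of the picks on days 2 and 4, only Esm1 and Mir214 kept theirs (adjusted p 0.00168 and 0.033).

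Gene sets for protein synthesis and cell division were compared because the study concerns MuSC proliferation. The effect is the mean log2 change of a set minus that of all other genes, by limma's CAMERA. On day 0 ribosomal proteins (79 genes) were lower in aged MuSCs by an effect of -0.34 (adjusted p 5.38e-13), with 0 genes higher. Ribosome biogenesis (104 genes) was at -0.095 (adjusted p 0.0222), DNA replication (58 genes) at -0.079 (adjusted p 0.0921) and chromosome segregation (78 genes) at -0.16 (adjusted p 0.000456). On day 4 all 4 sets were higher, with effects of 0.52 for ribosomal proteins (adjusted p 8.56e-11), 0.53 for biogenesis (adjusted p 8e-17), 0.62 for DNA replication (adjusted p 7.73e-17) and 0.69 for segregation (adjusted p 1.08e-20). Day 2 had 1 call, segregation at -0.16 (adjusted p 0.00872). On day 7 ribosomal proteins were at 0.11 (adjusted p 0.0222) and segregation at -0.18 (adjusted p 0.00016). After nuclear scaling the day 4 effects were 0.16, 0.36, 0.53 and 0.56 in the same order, and on day 2 all 4 sets were lower, at -0.27, -0.24, -0.28 and -0.33. The alternative that moved these results most was an inter-gene correlation estimated from the data, under which the adjusted p was 0.882 for every set and day.

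**Figure D4:**
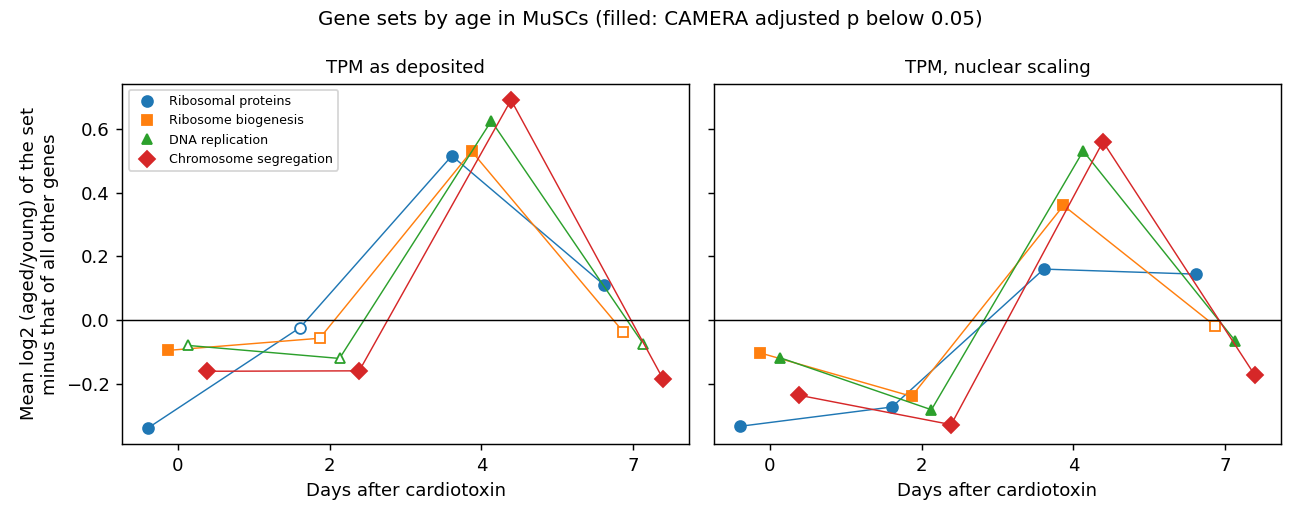
Mean log2 (aged/young) of 4 gene sets minus that of all other genes in MuSCs (vertical axis) on each day after cardiotoxin (horizontal axis), on TPM (left) and after nuclear scaling (right); filled symbols have a CAMERA adjusted p under 0.05. On day 4 the TPM effects lie between 0.52 and 0.69, and those after nuclear scaling between 0.16 and 0.56.

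The study treats mice with nicotinamide and pyridoxine, so a panel of 28 genes that handle these molecules or act in the pathways named for them was tested in MuSCs. Of the 26 that passed the filter, 23 were higher in aged MuSCs. Adjusted over the panel alone, 0 genes were called, and 10 had an unadjusted p under 0.05. The same holds over all genes, where 0 panel genes were called. The smallest adjusted p was that of Nampt (ENSMUSG00000020572, chromosome 12, 32819545 to 32853349), at 0.102 over the panel and 0.144 over all genes, with a change of 0.50 ± 0.16 (SE). After nuclear scaling Nampt was higher by 0.22 ± 0.06, with an adjusted p of 0.0368 over the panel and 0.118 over all genes, and 16 of the 27 genes tested were higher. Pdxk changed by 0.17 ± 0.14 and Nnmt by -0.17 ± 0.21, with unadjusted p of 0.219 and 0.436. After nuclear scaling Nnmt changed by -0.46 ± 0.22 (unadjusted p 0.049, 0.441 adjusted over the panel) and Pdxk by 0.0016 ± 0.096. Pdxp changed by -0.25 ± 0.15 on TPM (unadjusted p 0.101) and by -0.52 ± 0.17 after nuclear scaling (unadjusted p 0.00629, 0.0849 adjusted over the panel). Ctnnb1, the gene of β-catenin, changed by 0.33 ± 0.17 on TPM and by -0.03 ± 0.05 after nuclear scaling.

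Over the days after injury, 15667 of the 19145 genes tested in MuSCs were called (81.83%). The largest changes picked by the rule were those of Mir125b-2, mt-Atp6, Hist2h2aa1 and mt-Atp8, which were listed at 0 in 17, 20, 17 and 4 of the 24 libraries. Of these, mt-Atp6 and mt-Atp8 lost their calls after nuclear scaling (adjusted p 0.0517 and 0.0618). Pax7 (chromosome 4, 139737062 to 139833528) fell by 1.71 from day 0 to day 2 on the log2 scale (adjusted p over all days 1.55e-09). Myod1 (chromosome 7, 46376474 to 46379099) rose by 2.74 to day 2 (adjusted p 2.27e-07), Mki67 (chromosome 7, 135689784 to 135716361) rose by 4.54 to day 2 (adjusted p 2.24e-13), and Myog (chromosome 1, 134289989 to 134292548) rose by 5.67 to day 7 (adjusted p 2.79e-12). On day 4, Myod1 had a TPM of 52.6 ± 15.6 (SD, n = 3) in aged and 16.9 ± 13.9 (SD, n = 3) in young MuSCs. Mki67 had 57.98 ± 5.82 (SD, n = 3) in aged and 26.9 ± 20.7 (SD, n = 3) in young MuSCs. In 2 of these 3 young libraries mt-Atp6 was above 0. After nuclear scaling Myod1 was at 71.9 ± 26.5 in aged and 35.8 ± 8.68 in young, and Mki67 at 78.05 ± 8.21 and 57.85 ± 7.11. Pax7 had a day 0 TPM of 18.6 ± 3.87 (SD, n = 3) in aged and 33.74 ± 6.03 (SD, n = 3) in young MuSCs. On day 4 Pax7 was at 23.19 ± 8.79 and 22.6 ± 12.5 on TPM, and at 30.71 ± 10.1 and 52.95 ± 4.94 after nuclear scaling. On day 2 its TPM overlapped between ages, at 6.58 to 11.5 in aged and 3.92 to 6.7 in young libraries. On day 7 Pax7 was higher in aged MuSCs, at 54.9 to 59.9 against 47 to 48.7 on TPM. After nuclear scaling these day 7 values were 64.6 to 66.9 against 47.4 to 52. In Myog the day 0 libraries lay between 0 and 2.20.

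**Figure D5:**
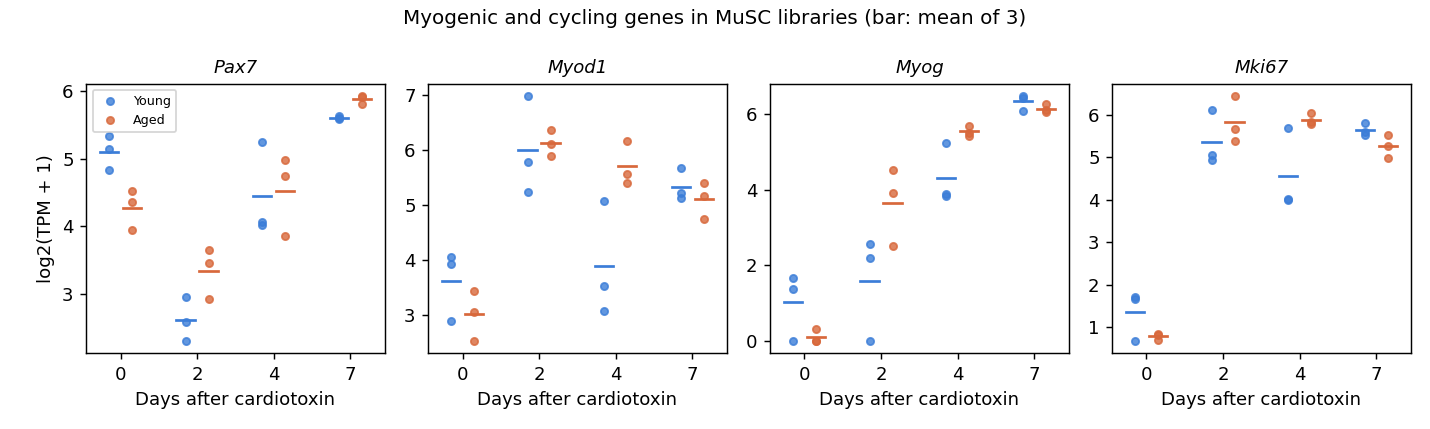
log2(TPM + 1) of Pax7, Myod1, Myog and Mki67 (vertical axis) in the 24 MuSC libraries on each day after cardiotoxin (horizontal axis); each point is 1 library, blue for young and orange for aged mice, and bars are means of 3. Pax7 fell by 1.71 from day 0 to day 2 while Mki67 rose by 4.54.

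In FAPs, 142 of 20845 genes differed with age over all days, 59 higher and 83 lower in aged mice. After nuclear scaling 731 genes were called, 431 higher and 300 lower, and FPKM gave 723, 510 higher and 213 lower. The TPM and nuclear lists shared 139 genes. Cxcl13 (ENSMUSG00000023078, chromosome 5, 95956951 to 95961068) was higher in aged FAPs by 1.81 ± 0.32 (SE, adjusted p 0.0031). On day 4 its TPM was 48.1 ± 39.7 (SD, n = 3) in aged and 3.53 ± 3.48 (SD, n = 3) in young libraries. C7 (ENSMUSG00000079105, chromosome 15, 4988762 to 5063740) was higher by 1.22 ± 0.20 (adjusted p 0.00153), with a day 0 TPM of 531.5 ± 127.3 (SD, n = 3) in aged and 274.8 ± 85.1 (SD, n = 3) in young libraries. Hist1h2ak (chromosome 13, 21753435 to 21753827) and Hist1h4k (chromosome 13, 21750194 to 21750505) fell by 1.87 ± 0.25 and 1.71 ± 0.19 (adjusted p 0.000213 and 1.52e-05). Both are uncertain, since histone genes share sequence with near-identical copies. Over the days, 11473 genes (55.04%) were called. Cxcl5 rose by 7.42 to day 2 (adjusted p 1.89e-12) and H19 by 7.36 to day 7 (adjusted p 1.32e-16), while C7 fell by 6.96 to day 4 (adjusted p 1.99e-15) and Inmt fell by 6.53 to day 2 (adjusted p 5.18e-18).

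Among ECs, 21 of 18787 genes differed with age, 11 higher and 10 lower. Nuclear scaling gave 320 genes, 210 higher and 110 lower, and FPKM 326, 237 higher and 89 lower. All 21 genes were also called after nuclear scaling. On day 4, when 2 of 3 aged libraries had mt-Atp6 above 0, the median change of all genes was -0.49 on TPM and -0.04 after nuclear scaling. Tmem182 (ENSMUSG00000079588, chromosome 1, 40805601 to 40856887) was higher in aged ECs by 1.13 ± 0.20 (SE, adjusted p 0.0102) and had a day 0 TPM of 9.05 ± 3.00 (SD, n = 3) against 2.85 ± 1.52 (SD, n = 3). H2-Q6 (chromosome 17, 35424850 to 35430055) was higher by 1.24 ± 0.21 (adjusted p 0.0102) but is uncertain, as it belongs to a family of near-identical histocompatibility genes. Mboat2 (ENSMUSG00000020646, chromosome 12, 24830879 to 24964397) fell by 1.11 ± 0.19 (adjusted p 0.0102) and Ccser1 (ENSMUSG00000039578, chromosome 6, 61180324 to 62382865) by 1.08 ± 0.20 (adjusted p 0.0234). Mboat2 had a day 7 TPM of 2.24 ± 0.97 (SD, n = 3) in aged and 9.31 ± 3.66 (SD, n = 3) in young libraries. Over the days, 11359 genes (60.46%) were called. Mir24-1 rose by 7.16 to day 2 (listed at 0 in 11 of 23 libraries) and AA467197 by 5.85 to day 2 (adjusted p 5.51e-15), while Timp4 fell by 4.64 and Cyp26b1 by 3.55, both to day 4 (adjusted p 6.01e-09 and 2.89e-06).

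In Ly6Cpos macrophages 1 of 15757 genes differed with age, Gm7609, a predicted gene named because the count was small, higher by 1.75 ± 0.20 (SE, adjusted p 0.0102). With the replicate number as a block 1 gene was called too. Same-numbered young and aged Ly6Cpos libraries had deviations from their group means that correlated at 0.101 on average. The value for other pairs, -0.05, largely follows from this one because deviations are from group means. Of the same 15757 genes, 721 had an unadjusted p under 0.05, which is no more than would be found without any age effect. In Ly6Cneg macrophages 18 of 15965 genes were called, 13 higher and 5 lower. Nuclear scaling gave 56 genes (39 higher, 17 lower), of which 9 were shared with the TPM list. C4b (ENSMUSG00000073418, chromosome 17, 34728380 to 34743882) was higher in aged Ly6Cneg cells by 1.17 ± 0.25 (adjusted p 0.0155), with a day 7 TPM of 15.6 ± 6.78 (SD, n = 3) against 5.55 ± 2.64 (SD, n = 3). Plxdc2 (ENSMUSG00000026748, chromosome 2, 16356304 to 16755839) fell by 1.12 ± 0.22 (adjusted p 0.00551). Sssca1 (1.10 ± 0.25, adjusted p 0.0292) and Hist2h2aa1 (-2.49 ± 0.50, adjusted p 0.00573) lost their calls after nuclear scaling, with adjusted p of 0.12 and 0.461, and are uncertain because both overlap other annotated genes.

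Macrophages also changed with the day. In Ly6Cpos cells 4241 genes (26.92%) were called between days 2 and 4. Ccl5 rose by 3.71 (adjusted p 5.59e-06) and Serpina3g by 3.62 (adjusted p 4.89e-05), and S100a8 and S100a9, both neutrophil markers, fell by 5.08 and 4.83 (adjusted p 3.57e-06 and 3.27e-06). In Ly6Cneg cells 2375 genes (14.88%) were called on TPM and 7930 after nuclear scaling. H19 rose by 4.14 to day 7 (adjusted p 2.07e-21) and Dnase1l3 by 4.07 to day 4 (adjusted p 1.8e-19), while Chil3 fell by 5.29 and Arg1 fell by 4.90 to day 7 (adjusted p 2.68e-23 and 1.16e-22).

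Whether the age effect differed between days was tested by the interaction of age and day. On TPM it called 3 genes in MuSCs, 4 in FAPs, 2 in ECs, 0 in Ly6Cpos macrophages (732 at an unadjusted p under 0.05) and 9 in Ly6Cneg macrophages. After nuclear scaling the counts were 573, 66, 1, 0 (749 unadjusted) and 3, and on FPKM they were 735, 58, 1, 0 (781 unadjusted) and 3.

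Neutrophils were collected on day 2 alone. Of 14539 genes, 4 were called with age, 2 higher and 2 lower, all short RNA genes. Mir24-1 was higher by 6.67 ± 0.57 (SE, adjusted p 9.82e-05) and Snora36b by 3.24 ± 0.37 (adjusted p 0.00236), and Mir425 fell by 2.93 ± 0.35 (adjusted p 0.00236). The predicted gene Gm22184, named because the count was small, fell by 1.96 ± 0.28 (adjusted p 0.0167). Snora36b was listed at 0 in all 3 young libraries and lay between 4.44 and 14.3 in the aged ones. Mir24-1 and Mir425 were each listed at 0 in 2 of the 6 libraries. After nuclear scaling 2 genes were called, of which 1 was on the TPM list. That gene was Snora36b (adjusted p 0.0285), while Mir24-1 and Mir425 lost their calls (adjusted p 0.111 each).

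Age effects shared between populations were counted next. Of 223 genes called in any of the 6 populations, 0 were called with the same sign in 3 or more, and 4 were called in 2 populations (Gm7582, Gm7609, Gpnmb and Kera, named because the count was small). After nuclear scaling 7 genes were shared by at least 3 populations, and on FPKM 6.

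The 2 macrophage populations were compared on days 2 and 4 over both ages (24 libraries). Of 17094 genes, 3843 were called, 3007 higher and 836 lower in Ly6Cpos cells. After nuclear scaling there were 6235, 3251 higher and 2984 lower, and on FPKM 6371, 2751 higher and 3620 lower. With the replicate number as a block, 4493 were called, 3609 higher and 884 lower. The deviations of same-numbered Ly6Cpos and Ly6Cneg libraries of 1 day and age correlated at 0.132. Ly6c2 (ENSMUSG00000022584, chromosome 15, 75108158 to 75111970) was higher in Ly6Cpos cells by 4.88 ± 0.38 (SE, adjusted p 3.84e-10) and Plac8 by 4.37 ± 0.33 (adjusted p 2.56e-10). Serpinb6a (chromosome 13, 33917918 to 34002794) fell by 2.18 ± 0.18 (adjusted p 9.41e-10) and Scarna10, listed at 0 in 7 of 24 libraries, fell by 3.01 ± 1.08 (adjusted p 0.0426). Scarna10 lost its call after nuclear scaling (adjusted p 0.0524). Ccr2 was higher by 2.46 ± 0.20 (adjusted p 1.05e-09) and Nr4a1 by 1.11 ± 0.20 (adjusted p 0.000252). Cx3cr1 changed by 0.36 ± 0.19, which was not past the threshold (adjusted p 0.176).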

Values the study reported

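In muscle of aged mice, the study reported that nicotinamide was 18% lower and pyridoxine 37% lower than in young mice. In plasma it gave a fall with age of 25% to 35% for nicotinamide and the active form of pyridoxine. It also reported 43% fewer PAX7-positive MuSCs in aged than in young muscle 5 days after cardiotoxin. Cells positive for both PAX7 and Ki67, a marker of dividing cells, were fewer in aged muscle at that time too. In freshly isolated aged MuSCs, it described pathways of proliferation and differentiation as lower than in young ones.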

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

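Of the tests in this part, the nuclear scaling of the gene set differences and the counts of other splits for the interactions on TPM were chosen only after the result was seen. Splits of the samples exchanged age labels within pairs of same-numbered young and aged libraries of 1 day, because the real grouping parts every such pair. The remaining splits put same-numbered libraries in 1 group and were not used. Labels were exchanged pair by pair, so a split also breaks up an age effect that is the same on all days.

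The age effect differed between days for a few genes by limma's interaction test, which is why these results are listed here. In MuSCs the 3 genes were Mmp19, Hist1h3i and D830025C05Rik. These and the other interaction genes were named after their values were seen. Mmp19 (adjusted p 0.00068) differed by 3.10 on day 2, 0.59 on day 4, 0.24 on day 7 and -0.18 on day 0 on the log2 scale. With TPM, 23 of 100 splits gave as many genes, so the count does not stand out from these splits. After nuclear scaling 573 genes were called, and 2 of 100 splits gave as many. The largest count from another split on TPM was 7498, and its cause was not tested. After nuclear scaling, with other random draws, the largest was 652. The 573 genes are a hypothesis from an alternative chosen on the same data.

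In FAPs 4 genes were called (Hist1h2bb, Gm27533, Gm12473 and Inmt, each with an adjusted p of 0.0353), and 14 of 100 splits gave as many. Gm12473 was listed at 0 in 20 of 24 libraries, so a few detected values may make its call. Inmt was listed at 0 in 12. Its age differences were 1.676 on day 0 and 2.389 on day 7, against 0 on day 2 and 0.118 on day 4. Low values on days 2 and 4 may therefore shape the Inmt call. After nuclear scaling 66 genes were called, and 6 of 100 splits gave as many. In ECs 2 genes were called (Gm49354, listed at 0 in 18 of 23 libraries, and 2310009A05Rik, both with an adjusted p of 0.0371), and 15 of 100 splits gave as many. Nuclear scaling called 1 gene, and 33 of 100 splits gave as many. In Ly6Cneg macrophages 9 genes were called, and 28 of 100 splits gave as many. After nuclear scaling 3 were called, and 18 of 100 splits gave as many. Of the 9, Mir1843a, Mir3069, Mir24-1, Mir6240, Mir29b-1, Rnu3a and Snora43 are short RNAs, and the rest are Hist1h1e, listed at 0 in 15 of 18 libraries, and Malat1. In Ly6Cpos macrophages 0 genes were called, with 732 at an unadjusted p under 0.05, and 100 of 100 splits gave at least as many on either scale, which a count of 0 makes certain, so these splits say nothing there. In FAPs, ECs and Ly6Cneg macrophages the interaction counts do not stand out from these splits at the 0.05 threshold. The splits do not keep an age effect shared by all days, so they cannot test the interaction alone.

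The age effect on gene sets in MuSCs differed between days by CAMERA on the difference itself. On TPM, the difference of day 4 minus day 0 was 0.85 for ribosomal proteins, 0.62 for ribosome biogenesis, 0.70 for DNA replication and 0.85 for chromosome segregation. For ribosomal proteins it was also 0.31 for day 2 and 0.45 for day 7, each minus day 0. After nuclear scaling these 2 values were 0.06 (adjusted p 0.0253) and 0.48 (adjusted p 1.7e-34), so most of the day 2 difference was lost. The adjusted p for segregation was 5.42e-22 on TPM. Effects of mt-Atp6 in the young libraries of day 4 were a candidate. For day 4 minus day 0, the differences after nuclear scaling were 0.49, 0.46, 0.65 and 0.80, and the adjusted p for segregation was 1.52e-27. Nuclear scaling can move a set's effect, and it moved that of ribosomal proteins on day 4 from 0.52 to 0.16. The differences for DNA replication (0.70 to 0.65) and segregation (0.85 to 0.80) moved little. This argues against the share of mt-Atp6 as their main cause. The drops for ribosomal proteins, from 0.85 to 0.49, and biogenesis, from 0.62 to 0.46, leave room for a part played by that share. RNA of leukocytes in some MuSC libraries was another candidate. With the macrophage marker score as a covariate the adjusted p for segregation was 7.51e-34. Correlation between the genes of a set could explain it. With the correlation estimated from the data the adjusted p rose to 0.0858 after nuclear scaling and 0.623 on TPM, so over these settings it ranged from 7.51e-34 to 0.623.

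Other splits of the libraries of both days gave a p as small in 3 of 32 cases for ribosomal proteins, 1 for biogenesis, 2 for DNA replication and 3 for segregation on TPM. After nuclear scaling the counts were 7, 1, 1 and 1 of 32. For ribosomal proteins on TPM they were 14 of 32 for day 2 minus day 0 and 1 of 32 for day 7 minus day 0. A random grouping is thus unlikely for biogenesis, DNA replication and segregation after nuclear scaling, and it remains an explanation for the change of ribosomal proteins between days 0 and 4 (7 of 32) and 0 and 2. The estimated correlation leaves the segregation result short of the threshold (adjusted p 0.0858), while the splits, which keep the correlation between genes, gave 1 of 32 for 3 sets. The 2 tests differ, so genes of a set moving together in single libraries remain a possible explanation. A delayed or prolonged division of aged MuSCs on day 4 may also fit these values, as a hypothesis. The study's own evidence points the other way, with fewer PAX7-positive and Ki67-positive cells in sections of aged muscle. Those are cell counts on another day after cardiotoxin, while the values here are RNA shares of sorted cells.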

How the results depend on the processing

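Each result was recomputed with 1 choice changed at a time. Where a value moved, the cause was not tested unless stated. Counts are of genes with an adjusted p under 0.05, and gene set values are CAMERA effects. Of the 40 results of the report with a test or count, 31 kept their direction and side of the threshold (or stayed within 1.5 times for a count) with a pseudocount of 0.1, and 18 of 40 did so on FPKM and 19 of 40 after nuclear scaling. Of 39 results, 20 did so with no filter, 23 with the stricter filter, 20 with quantile normalization, 17 with quality weights and 27 with the replicate block.

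With a pseudocount of 0.1 the age effect had 7 genes in ECs, 0 in Ly6Cpos macrophages (670 at an unadjusted p under 0.05), 4 in Ly6Cneg macrophages, 2 in neutrophils and 0 in MuSCs on day 7 (424 unadjusted). The interaction had 10 genes in MuSCs, 0 in ECs (1489 unadjusted) and 0 in Ly6Cneg macrophages (354 unadjusted). DNA replication on day 0 was past the threshold, at -0.26.

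With no filter the age effect in MuSCs had 77, 44, 173 and 98 genes on days 0, 2, 4 and 7. It had 56 in ECs, 14 in Ly6Cpos and 6 in Ly6Cneg macrophages, and 0 in neutrophils (1463 unadjusted). The interaction had 73 genes in MuSCs, 42 in FAPs, 54 in ECs and 4 in Ly6Cpos macrophages, and the Ly6Cneg day effect 1168. On day 2 the 4 sets reversed, to 0.20 for ribosomal proteins, 0.16 for biogenesis, 0.099 for DNA replication and 0.060 for segregation. On day 7 ribosomal proteins lost the threshold at 0.066 and DNA replication passed it at -0.12.

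With a minimum TPM of 5 the age effect had 81 genes in MuSCs averaged over days, 5, 1168 and 0 on days 0, 2 and 7 (177 unadjusted on day 7), 4 in Ly6Cpos macrophages and 123 in neutrophils. The interaction had 48 genes in MuSCs, 11 in ECs and 25 in Ly6Cneg macrophages. The day effect had 9080 genes in MuSCs, 7115 in FAPs and 1507 in Ly6Cneg macrophages, where fewer genes were tested. On day 2 ribosomal proteins (-0.19), biogenesis (-0.22) and DNA replication (-0.23) passed the threshold. The number of shared genes was 1.

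On FPKM the age effect in MuSCs had 102 genes averaged over days and 79, 179, 1035 and 0 on the 4 days (1147 unadjusted on day 7), with 735 for the interaction and 1 for the panel. FAPs had 723 (interaction 58), ECs 326 (interaction 1), Ly6Cneg macrophages 58 (interaction 3, day effect 8213) and neutrophils 2. The macrophage comparison had 6371 and the shared genes were 6. DNA replication passed the threshold on day 0 (-0.10), day 2 (-0.30) and day 7 (-0.066), and on day 2 so did ribosomal proteins (-0.29) and biogenesis (-0.26). Ctnnb1 reversed to -0.016. The day 4 calls in MuSCs were 726 higher and 309 lower on FPKM, 535 higher and 486 lower with quantile normalization, and 356 higher and 617 lower after nuclear scaling.

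After nuclear scaling the same counts in MuSCs were 106 averaged over days, 104, 184 and 973 on days 0, 2 and 4, 573 for the interaction and 1 for the panel. FAPs had 731 (interaction 66), ECs 320 (interaction 1), Ly6Cneg macrophages 56 (interaction 3, day effect 7930) and neutrophils 2. The macrophage comparison had 6235 and the shared genes were 7. DNA replication passed the threshold on day 0 (-0.12), day 2 (-0.28) and day 7 (-0.064), and ribosomal proteins (-0.27) and biogenesis (-0.24) on day 2. Ctnnb1 reversed to -0.026.

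With quantile normalization MuSCs had 158 genes averaged over days, 122, 75 and 1021 on days 0, 2 and 4, 629 for the interaction and 2 for the panel. FAPs had 724 (interaction 58), ECs 333 (interaction 1), Ly6Cneg macrophages 56 (interaction 4, day effect 8155) and neutrophils 2. The macrophage comparison had 6396 and the shared genes were 7. On day 2 biogenesis (-0.24) and DNA replication (-0.29) passed the threshold, and ribosomal proteins on day 4 reversed to -0.0029. Ctnnb1 reversed to -0.025.

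With library quality weights MuSCs had 14324 genes averaged over days and 498, 15783, 13789 and 73 on the 4 days. The MuSC interaction had 15396 and the panel 22. Of the calls averaged over days 14159 were higher in aged MuSCs, as were 15573 on day 2 and 13666 on day 4. FAPs had 728 (interaction 61), ECs 3326 (interaction 10135), Ly6Cpos macrophages 14, Ly6Cneg macrophages 114 (interaction 48, day effect 9240) and neutrophils 441, and the shared genes were 45. DNA replication passed the threshold on day 0 (-0.094) and day 7 (-0.069). On day 2 ribosomal proteins (0.16) and biogenesis (0.057) reversed, and segregation lost the threshold at -0.20.

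With the replicate number as a block the age effect had 10 genes in MuSCs averaged over days, 7, 33, 845 and 6 on the 4 days, 41 in ECs, 28 in Ly6Cneg macrophages and 259 in neutrophils. The interaction had 5 genes in MuSCs, 5 in ECs and 38 in Ly6Cneg macrophages, and 1 gene was shared. FAPs had 137. Same-numbered young and aged libraries are different animals, and their deviations correlated at 0.067 in MuSCs, 0.038 in FAPs, 0.098 in ECs, 0.004 in Ly6Cneg macrophages and 0.057 in neutrophils. The value for Ly6Cpos macrophages, given with their result, was the highest.

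With an inter-gene correlation estimated from the data, the 10 sets past the threshold lost it, each at an adjusted p of 0.882 and an unchanged effect. These were ribosomal proteins (-0.34), biogenesis (-0.095) and segregation (-0.16) on day 0, segregation on day 2 (-0.16), all 4 on day 4 (0.52, 0.53, 0.62 and 0.69), and ribosomal proteins (0.11) and segregation (-0.18) on day 7. A fit on the libraries of each day alone called 0 genes in MuSCs on each day (1413, 2258, 2430 and 2104 unadjusted). A covariate for runs of library numbers gave 3822 genes in MuSCs averaged over days, 3798 on day 2 and 6275 on day 4. It gave 488 for the MuSC interaction, 9 for the panel and 22 for the Ly6Cneg interaction. Run and age are not balanced in MuSCs. In 1 run of 6 libraries, all but aged replicate 3 of day 0 were young. On day 4, young replicates 2 and 3 were in that run and all aged libraries in another.

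Fits that each left out 1 library gave wide ranges in MuSCs, over 24 fits. Averaged over days they gave 6 to 7204 genes, on day 0 2 to 14, on day 2 12 to 7850, on day 4 0 to 8932 (2 fits at 0, with 2645 and 5540 unadjusted) and on day 7 0 to 25 (1 fit at 0, with 573 unadjusted). The interaction had 2 to 6637 and the panel 0 to 15 (22 fits at 0, with 2 to 11 unadjusted). Sets ranged on day 2 from -0.22 to 0.20 for ribosomal proteins, -0.23 to 0.14 for biogenesis, -0.30 to 0.065 for DNA replication and -0.44 to 0.042 for segregation. Biogenesis on day 0 ranged from -0.13 to -0.069, and on day 7 ribosomal proteins from 0.056 to 0.17 and DNA replication from -0.12 to -0.020. The day 4 sets kept their direction and call in all 24 fits.

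In FAPs these fits gave 103 to 223 genes and 0 to 6 for the interaction (11 fits at 0, with 834 to 1183 unadjusted). ECs gave 8 to 42 (21 fits) and 0 to 6 for the interaction (11 fits at 0, with 1339 to 3090 unadjusted). Ly6Cpos macrophages gave 0 to 4 (12 fits, 1 at 0 with 608 unadjusted) and 0 to 2 for the interaction (8 fits at 0, with 548 to 1174 unadjusted). Ly6Cneg macrophages gave 10 to 41 (18 fits), 1 to 55 for the interaction and 1772 to 3713 for the day effect. Neutrophils gave 0 to 145 (6 fits, 1 at 0 with 1112 unadjusted), and shared genes 0 to 1. The day effects of MuSCs, FAPs, ECs and Ly6Cpos macrophages and the macrophage comparison stayed within 1.5 times of their count. Leaving out either aged EC library of day 2 was not run, since 1 would remain. Of 69 results of named genes, where a gene named for several results counts once for each, 52 kept their direction and side of the threshold with a pseudocount of 0.1 and 17 lost the threshold. After nuclear scaling 53 kept them, 15 lost the threshold and 1 reversed. Read depth is unknown, so how far it limits the low genes could not be judged.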

Other observations

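Of the tests in this part, those on mt-Atp6, on switching genes, on Ddx3y, on handling shared by number and on the library with conflicting labels, and the counts of other splits for the results of the report, were chosen only after the result was seen.

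Other splits of the libraries were drawn as above for each count in the report, the real grouping included. For the age effect averaged over days in MuSCs, 8 of 100 splits gave at least 41 genes, and 1 of them gave 9673. After nuclear scaling 2 of 100 gave at least 106. In FAPs 1 of 100 did on either scale, in ECs 2 of 100 on TPM and 1 of 100 after nuclear scaling, and in Ly6Cneg macrophages 1 of 100 on either scale. In Ly6Cpos macrophages 38 of 100 gave as many on TPM and 31 of 100 after nuclear scaling. For the panel and for genes shared by 3 populations, where the counts were 0, 100 of 100 gave as many, which a count of 0 makes certain. For each day alone 4 splits exist, so their share is never under 0.25. In MuSCs 1 of 4 gave as many genes on day 0, 2 of 4 on day 2, 1 of 4 on day 4 and 1 of 4 on day 7, and in neutrophils 2 of 4. The other split of day 2 gave 7328 genes, more than the 522 of the real grouping. For the gene sets, in the order ribosomal proteins, biogenesis, DNA replication and segregation, 2, 1, 1 and 2 of 4 splits gave a p as small on day 0, then 4, 4, 3 and 3 on day 2, 2, 1, 1 and 1 on day 4, and 1, 2, 1 and 1 on day 7. With day labels exchanged within an age and number, 1 of 100 gave as many genes for the day effect in MuSCs, FAPs, ECs and Ly6Cpos macrophages, and 5 of 100 in Ly6Cneg macrophages. With the 2 macrophage types exchanged within a day, age and number, 1 of 100 gave as many.

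The mostly higher calls of aged MuSCs on days 2 and 4 were set against the share of mt-Atp6 in young libraries. On day 4 the percent of calls that were higher went from 99.36% to 36.6% after nuclear scaling, and on FPKM it was 70.14%. Quantile normalization gave 535 higher and 486 lower genes. Nuclear scaling moves all genes of a library alike, so these percents describe the list and not single genes. Of the 2007 genes higher on TPM, 0 were negative after nuclear scaling, and the 2 lists shared 365 genes. The lack of lower calls on TPM may come in part from that share. On day 2 it went from 99.62% to 83.7%, and the test does not separate this share from a true excess of higher genes.

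The switch of mt-Atp6 itself was examined. In all 107 libraries it was above 0 where both neighbours were listed at 0, or the reverse, which is consistent with reads of overlapping genes being given to 1 of them. More mitochondrial RNA was a candidate, but 6 other mitochondrial mRNAs differed from the other libraries of the same group by 0.08 on the log2 scale relative to nuclear genes (12 groups, permutation p 0.2, two-sided). Age was another, with 7 of 54 young and 8 of 53 aged libraries (Fisher's exact test, two-sided p 0.787). Runs of consecutive library numbers held 2 of 12, 2 of 18, 2 of 24, 3 of 18, 1 of 6 and 5 of 29 such libraries (permutation p 0.96). The FPKM of mt-Atp6 and its length imply between 235517 and 1732157 of every 1000000 fragments, and the upper value exceeds all fragments of a library, which is impossible if the length used was the gene's length. The same kind of switch may affect other genes. Of genes with a protein-coding type, 14 went between 0 and at least 20 after nuclear scaling among replicates in at least 3 groups, and all 14 overlap another annotated gene, against 3348 of 6075 other expressed genes (55.1%, Fisher's exact test, two-sided p 0.000477). These 14 hold mt-Atp6, mt-Atp8 and mt-Co3, whose switch prompted the test. Among nuclear genes all 11 overlap another gene, against 3344 of 6068 (two-sided p 0.00158). They include Kctd12, Sept2, Ftl1-ps1 and 7 histone genes, named after their values were seen.

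Histone genes changed by -0.42 in aged FAPs after nuclear scaling, relative to other genes, with 49 of 62 genes lower (CAMERA adjusted p 1.56e-18). Fewer cycling cells would lower DNA replication genes too, and that set was at -0.04 (adjusted p 0.219) after nuclear scaling but at -0.07 on TPM (adjusted p 0.0321, 49 of 57 genes lower). Fewer cycling cells are thus not excluded. Short genes measured lower would also lower other coding genes in the length range of the histones (391.1 to 3777.9), whose median change was 0.01 over 970 genes. That range is wide, so a bias limited to the shortest genes is not excluded. Histone genes that overlap no other gene changed by a median of -0.43 (41 genes), so overlap alone is an unlikely explanation. Yet 16 of 100 splits gave a p as small, so the pattern cannot be told apart from a random grouping. The set was also lower with age in MuSCs after nuclear scaling (-0.19, 56 of 66 genes lower, adjusted p 9.46e-09). On TPM its effect there was -0.07, with 12 of 64 genes lower (adjusted p 0.00942). It was higher after nuclear scaling in macrophages (0.31 in Ly6Cpos and 0.16 in Ly6Cneg cells). The differences between populations were not tested.

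Interferon and collagen genes were tested in ECs from lists written before the test. After nuclear scaling interferon genes were higher in aged ECs by 0.17, in 16 of 20 genes (CAMERA adjusted p 0.000264), but with the macrophage marker score as a covariate p was 0.239, and 35 of 100 splits gave a p as small. RNA of leukocytes, or a random grouping, may explain it. Interferon genes were also higher in aged Ly6Cneg (0.15, 17 of 20, adjusted p 0.00748) and Ly6Cpos macrophages (0.13, 18 of 20, adjusted p 0.0271). In MuSCs, FAPs and neutrophils they were not past the threshold (adjusted p 0.323, 0.265 and 0.331). In aged ECs collagen genes were lower by 0.31, in 13 of 15 genes (adjusted p 2.16e-05), and with a FAP marker score without collagens as a covariate p was 2.3e-09. They were also lower in MuSCs (-0.52, 16 of 16) and FAPs (-0.29, 14 of 16). For ECs 5 of 100 splits gave a p as small, so a random grouping remains possible at the 0.05 threshold. Less collagen transcription with age in several populations is a hypothesis that these values leave open.

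Ddx3y, a Y-linked gene, was lower in aged neutrophils. Its TPM was 84.6 to 94.5 in 3 young and 40.6 to 57.6 in 3 aged libraries, and 47.6 to 60.8 against 29.3 to 38.9 after nuclear scaling, where the change was -0.63 (exact permutation p 0.1, the smallest this design allows). The share taken by mt-Atp6 in 1 aged library therefore is not the whole explanation. Loss of the Y chromosome in some cells would lower the other 3 Y-linked genes as well, and their mean change was -0.04, with Uty at -0.27. The X-linked homologs Ddx3x and Kdm6a were lower too after nuclear scaling (-0.25 and -0.2, each with an exact p of 0.1), so a change limited to Y-linked genes was not shown. The X-linked homologs Kdm5c and Eif2s3x were at 0.12 and -0.02 (exact p 0.4 and 0.8). No explanation was found, and 3 against 3 libraries cannot exclude a random grouping.

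Libraries of different populations that share a number, day and age were compared through their deviations from the group mean. After nuclear scaling these correlated at 0.042 on average for same numbers and -0.021 for others (199 pairs, permutation p 1e-04, one-sided, the smallest the permutations can give). A single animal giving several populations could explain this. But same-numbered young and aged libraries of 1 population, which are different animals, also correlated, at 0.061 against -0.03 (53 pairs, permutation p 1e-04). Handling shared by libraries of 1 number could thus explain it as well, but handling itself was not tested. Deviations are taken from group means, so the value for other numbers largely follows from that for same numbers and is not separate evidence. The MuSC library of the aged day 4 group whose labels disagree had a FAP minus MuSC marker score of -3.05, within the range of the other MuSC libraries (-3.13 to 0.2), so FAP cells in place of MuSCs are unlikely there.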
